A study of Rattus norvegicus with 20 samples.

How the data were processed

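RNA was measured in the dorsal and the ventral subiculum of Wistar rats aged 3 months, in 20 libraries that form 4 groups of 5. Per the labels' protocols, the tissue was laser-microdissected from cryostat sections of frozen brains, RNA was extracted with Trizol, and stranded poly(A) libraries were made with the TruSeq Stranded mRNA LT kit. Control animals were compared with animals sampled 24 hours after a protocol that the labels call preconditioning. The series title describes it as acute seizures induced by electrical stimulation of the perforant pathway, the fibre tract from the entorhinal cortex to the hippocampus.

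The authors deposited a single table of raw counts per gene, with 32883 Ensembl rat gene IDs and 1 column per library. The values were whole numbers with totals that differed between libraries, and no normalization had been applied. The labels do not state the aligner, the counting tool, the genome build, the annotation or whether counting used strand. Reads shared between paralogs, pseudogenes or overlapping genes may therefore have been split or dropped in a way that is unknown here.

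Groups and replicate numbers were taken from the sample titles. The 10 control columns carried the same codes as the titles. The 10 columns of the treated libraries began with the letter e where the titles begin with p, and they were matched by replicate number and region letter. That match assumes that the 2 letters stand for the same treatment. All 20 columns were used. The titles give the same numbers, 1 to 5, in every group, and this numbering is the source of the pairing used below. The labels do not say whether dorsal and ventral libraries with the same number came from one animal.

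The file does not pair gene IDs with names. A table of 47357 rat genes from the GRCr8 assembly was searched for them, and 0 IDs matched, so genes are given by ID, with no coordinates. Scores for lists of marker genes had been planned and were not run for that reason. Checks of GC content and gene length, and checks of tissue composition from marker genes, were not run either.

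Genes were tested with edgeR 4.0.16 in R 4.3.3. Low counts were filtered with filterByExpr, libraries were scaled by TMM, and a quasi-likelihood F-test was applied (glmQLFit with robust=TRUE, then glmQLFTest). Benjamini-Hochberg adjusted p-values under 0.05 were called, with no fold-change minimum. Each of the 4 comparisons of 5 against 5 libraries was fitted on its own 10 libraries. The difference between the regions in their response, the interaction, was fitted on all 20. The standard error of a log2 fold change was computed as its size divided by the square root of F. Normalised counts (CPM) were counts scaled to TMM-adjusted library size, and values are means ± SD over the 5 libraries of a group. Principal components were computed on log2 CPM with a prior count of 2, over the 14087 genes that passed the filter.

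Genes named in the text followed a rule set before the data were examined. They had to be called, to have a mean count of at least 20 and, in the 4 comparisons, to show no overlap between the CPM ranges of the groups. The rule also asked for a gene symbol and for 3 genes per direction. As no ID had a symbol, that condition was dropped and the number was lowered to 2 per direction. Where all libraries of a group had at most 3 counts, the fold change is given as a lower bound against 3 counts.

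The method was tested on simulated counts drawn from the real means, dispersions and library sizes, with 200 genes changed 2-fold in each of 5 draws. Each gene had a single mean over all 20 libraries, and each library was drawn independently with the same dispersion per gene. The changed genes were taken from those with a mean count of at least 20. The edgeR test recovered 80.7% of the changed genes in the dorsal comparison, 79.6% in the ventral one and 55.9% for the interaction. False calls made up 5.83%, 3.41% and 3.12% of the calls. With DESeq2 the false share was between 11.7% and 16.2% over the 5 tests. With no changed genes, edgeR made 0 false calls over the 5 draws, in the dorsal comparison, the only one fitted for this case.

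The alternatives fixed before the data were examined were DESeq2 1.42.0, DESeq2 size factors in edgeR, no filter beyond 1 count, a mean count of at least 50, the replicate number as a block, limma-voom 3.58.1 with sample quality weights, robust=FALSE, an adjusted p-value under 0.1, 1 surrogate variable from sva 3.50.0, all 20 libraries in one fit, and each library left out in turn. Thinning the counts to the smallest library was added after the data had been seen. So were the fits with libraries left out and with all 20 libraries for the number of genes called in both regions.

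Exact permutation tests were two-sided unless stated. With 5 against 5 libraries the smallest two-sided p-value they can give is 0.00794. Total counts ranged from 3087146 to 20463678 per library, so 3 counts corresponded to between 0.147 and 0.972 CPM. Such floors cover counting error only, because reads without molecular identifiers are not independent molecules. Figures were drawn with matplotlib 3.10.9.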

Results

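Gene expression was profiled in the dorsal and ventral parts of the rat subiculum, the output region of the hippocampus, in control animals and 24 hours after the preconditioning protocol. Each of the 4 groups comprised 5 libraries. Total counts averaged 13446683 ± 4741166 (SD, n = 5) in dorsal controls and 10305903 ± 6588520 in ventral controls. They averaged 11456228 ± 2986361 in dorsal preconditioned libraries and 12318280 ± 5101636 in ventral preconditioned libraries. The smallest library was ventral control 1, with 3087146 counts, and the largest was ventral control 4, with 20463678. Totals did not differ between groups in any of the 4 comparisons, with two-sided exact permutation p-values of 0.452 for dorsal treatment, 0.603 for ventral treatment, 0.405 for the controls and 0.754 for the preconditioned libraries.

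At least 1 count was recorded for 21713 of the 32883 gene IDs. The most abundant gene took between 1.12% and 2.98% of the counts of a library. Within each group, all pairs of libraries differed by more than sampling noise. The chi-square per degree of freedom over genes was between 3.53 and 65.4. It covers counting error only, so it cannot show that the libraries came from separate animals. All 20 libraries were counted as separate samples, following their labels.

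The first principal component held 43.3% of the variance and separated the regions. Dorsal libraries lay between -53.9 and -25.3 and ventral libraries between 32.1 and 44.4. The second component held 9.52%. On it the treated libraries of each region lay above the controls, except that dorsal control 3, at 4.05, lay above dorsal preconditioning 2, at 1.87.

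**Figure D1:**
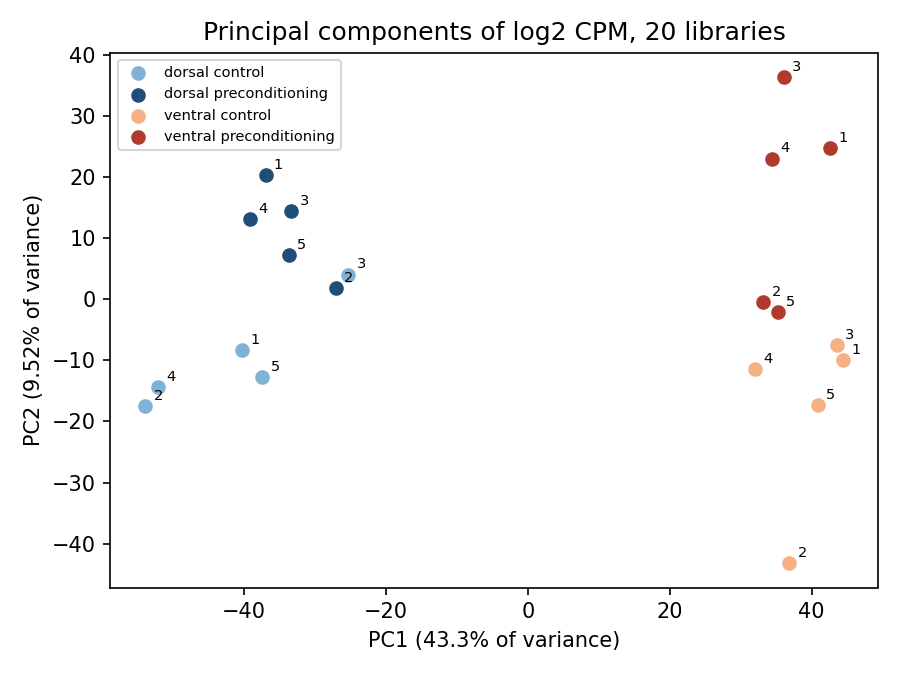
First and second principal components of log2 CPM for the 20 libraries, coloured by group and marked with replicate numbers. The regions separate along the first component (43.3% of variance), and ventral control 2 lies lowest on the second, at -43.2.

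The effect of preconditioning was first examined in the dorsal subiculum. Of 13647 genes tested, 37 passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test, 29 higher and 8 lower after preconditioning. At an unadjusted p-value under 0.05 there were 1107 genes. A change of at least 2-fold was estimated for 21 of the 37. The CPM ranges of the groups did not overlap for 309 genes, or 2.26% of those tested, where chance gives 0.794%. The count depended on the test, and the alternative that moved it most, limma-voom with sample quality weights, called 172 genes.

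The largest increase by the naming rule was that of ENSRNOG00000011824, from 0.676 ± 0.471 to 43.8 ± 15.9 CPM (SD, n = 5 each), a log2 fold change of 5.88 (SE 0.41, adjusted p = 1.59e-05). ENSRNOG00000024028 rose from 0.210 ± 0.153 to 4.25 ± 2.64 CPM, with a log2 fold change of 4.39 (SE 0.64, adjusted p = 0.00882). The largest decreases were smaller. ENSRNOG00000019422 went from 78.9 ± 9.93 to 38.9 ± 7.33 CPM, with a log2 fold change of -1.02 (SE 0.14, adjusted p = 0.00501). ENSRNOG00000005034 went from 142 ± 27.4 to 70.9 ± 8.50 CPM, with a log2 fold change of -1.01 (SE 0.13, adjusted p = 0.00501). Whether these genes share reads with near-identical copies was not assessed, here or for the genes named below.

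The same question was asked of the ventral subiculum. There, 672 of 13291 genes passed the threshold, 390 higher and 282 lower, and 206 of them changed at least 2-fold. At an unadjusted p-value under 0.05 there were 2394 genes. The group ranges did not overlap for 902 genes, or 6.79% of those tested. Ventral control and preconditioned libraries with the same replicate number deviated from their group means together, with a mean correlation across genes of 0.148 (one-sided exact permutation p = 0.025 over 120 pairings, 0.0333 after Benjamini-Hochberg adjustment over 4 such checks). With the replicate number as a block, 1261 genes passed, 733 higher and 528 lower, and 668 of the 672 genes were among them.

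ENSRNOG00000011824 rose most among the named genes of the ventral comparison too, from 1.15 ± 0.629 to 292 ± 87.4 CPM (SD, n = 5 each), a log2 fold change of 8.0 (SE 0.30, adjusted p = 2.33e-09). ENSRNOG00000033672 had at most 2 counts in each ventral control and 6.69 ± 3.19 CPM after preconditioning, at least 15.9-fold higher (adjusted p = 6.10e-05). ENSRNOG00000061484 went from 15.4 ± 4.16 to 2.71 ± 1.70 CPM, with a log2 fold change of -2.39 (SE 0.34, adjusted p = 0.000931). ENSRNOG00000051704 went from 3.44 ± 0.953 to 0.934 ± 0.209 CPM, with a log2 fold change of -1.89 (SE 0.28, adjusted p = 0.00115).

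The regional responses were then set side by side. Of 13066 genes tested in both regions, 27 were called in both, all with the same sign. With the replicate block, 22 were called in both. Same-numbered dorsal control and preconditioned libraries did not deviate together (mean r -0.0261), so a block in the dorsal comparison has no basis in these data. Of the dorsal calls, 35 were tested in the ventral comparison, where all 35 had the same sign and 32 had an unadjusted p-value under 0.05. The estimate was larger in the ventral region for 20 of the 35. Of the ventral calls, 640 were tested in the dorsal comparison. There 562 (87.8%) had the same sign, and 616 had the larger estimate in the ventral region, where they had been selected. Across genes, which are not independent replicates, the log2 fold changes of the regions correlated with a Pearson r of 0.475 and a Spearman rho of 0.330. These comparisons do not test whether a gene responded differently in the regions. Same-numbered dorsal and ventral libraries deviated together, with a mean r of 0.316 in controls and 0.197 in preconditioned libraries. Shared signs and correlated fold changes could therefore arise in part without a treatment effect. No values for that case are given, so these figures do not measure how far the responses were shared.

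**Figure D2:**
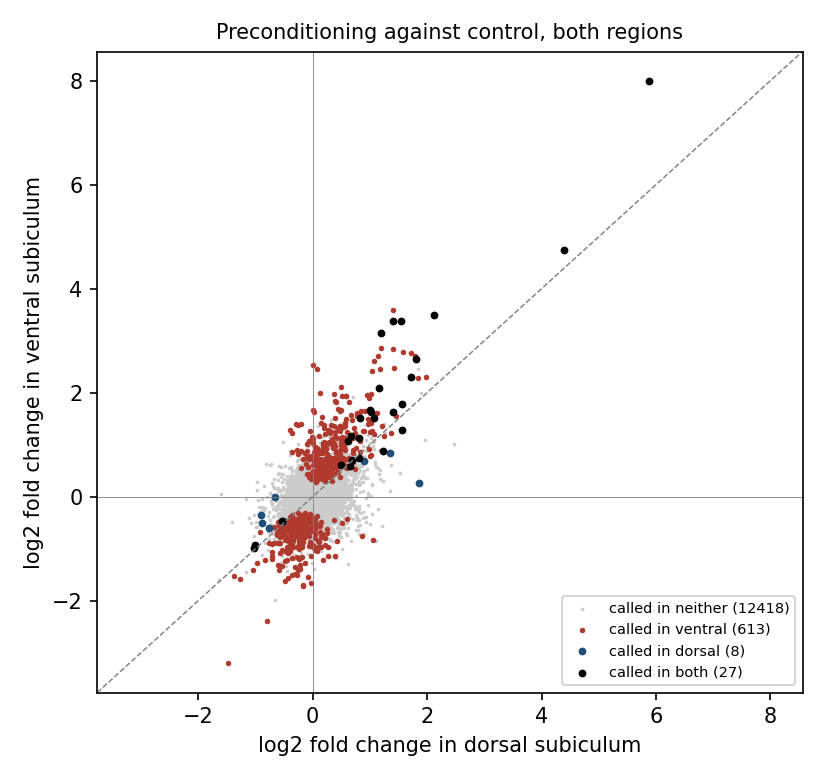
Log2 fold change of each gene after preconditioning in the dorsal (horizontal) and ventral (vertical) subiculum, coloured by the region in which the gene passed an adjusted p-value of 0.05, with a dashed line of equal change. The 27 genes called in both regions have the same sign in each, and the ventral estimate is the larger for 616 of the 640 ventral calls and 20 of the 35 dorsal calls.

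The difference between the regional responses was tested as an interaction over all 20 libraries. Of 14087 genes, 11 passed the threshold, 10 with a more positive response in the ventral region and 1 with a more negative one. At an unadjusted p-value under 0.05 there were 948 genes. All 11 had been called in the ventral comparison and 1 of them in the dorsal one, and for 4 the estimates had opposite signs in the regions. Dorsal and ventral libraries with the same number deviated together (mean r 0.316 in controls and 0.197 in preconditioned libraries, one-sided exact permutation p = 0.00833 each, the smallest that 120 pairings can give). With the pair of libraries as a block, 62 genes passed, 46 positive and 16 negative, and they included the 11.

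Among the interaction genes, ENSRNOG00000023633 rose in both regions. It went from 8.26 ± 2.09 to 22.0 ± 3.6 CPM in the dorsal and from 3.31 ± 1.5 to 38.3 ± 6.79 CPM in the ventral region (SD, n = 5 each). The log2 difference between the responses was 1.98 (SE 0.31, adjusted p = 0.00767), and 2.10 with the block. ENSRNOG00000009540 went from 4.08 ± 0.598 to 3.08 ± 0.628 CPM in the dorsal region, a change that was not called, and from 1.54 ± 0.481 to 3.68 ± 0.588 CPM in the ventral one. Its log2 difference was 1.67 (SE 0.31, adjusted p = 0.0293), and it lost significance in 11 of 29 alternative fits. ENSRNOG00000016388 went from 53.1 ± 12.7 to 80.7 ± 5.60 CPM in the dorsal region, a change that was not called, and from 124 ± 13.7 to 91.3 ± 10.7 CPM in the ventral one. Its log2 difference was -1.04 (SE 0.18, adjusted p = 0.0175), and it lost significance in 5 of 30 alternative fits.

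**Figure D3:**
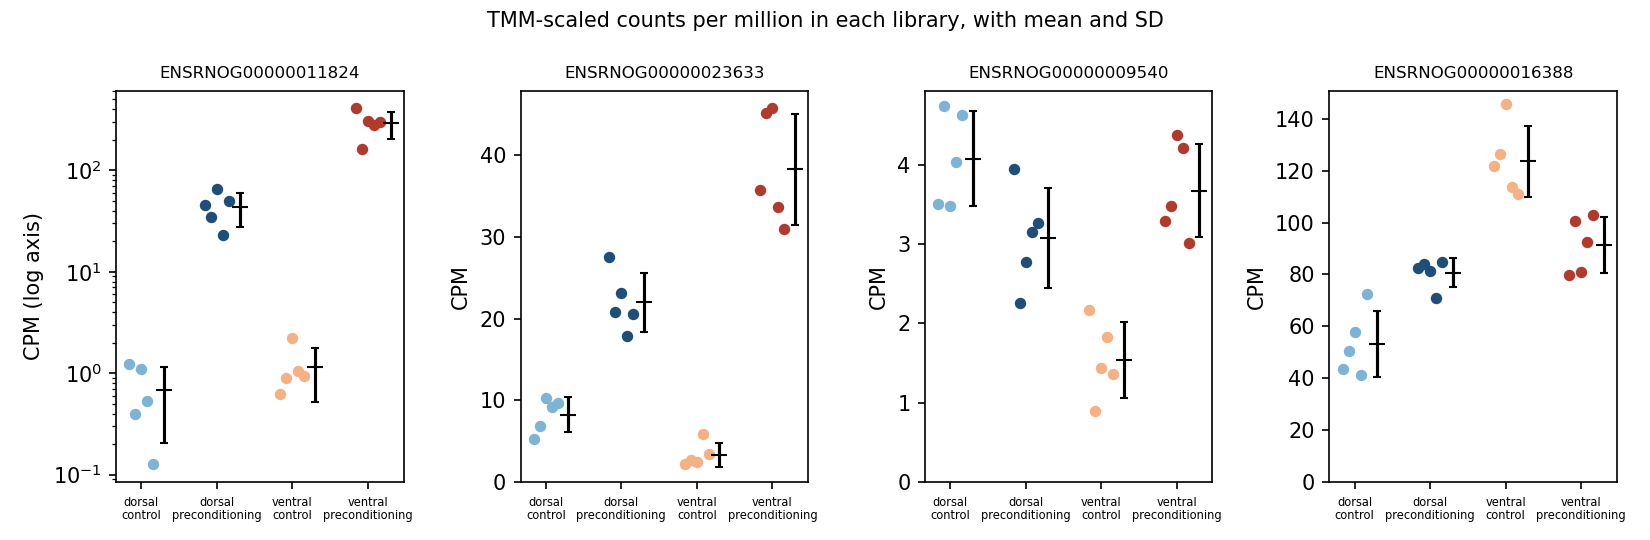
CPM of 4 named genes in each library, by group, with the mean and SD of the 5 libraries beside the points; the axis of ENSRNOG00000011824 is logarithmic. ENSRNOG00000011824 rose to 43.8 ± 15.9 CPM in the dorsal and 292 ± 87.4 CPM in the ventral region, and the other 3 genes passed the test of a difference between the regional responses.

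The ventral and dorsal subiculum were compared next, first without stimulation. Of 13509 genes, 3472 passed the threshold in controls, 1511 higher in the ventral and 1961 higher in the dorsal region, and 1358 of them differed at least 2-fold. The group ranges did not overlap for 2559 genes, or 18.9%. Same-numbered control libraries deviated together across the regions, with a mean r of 0.316. With the pair as a block, 4917 genes passed, 2381 higher and 2536 lower in the ventral region, including 3461 of the 3472. ENSRNOG00000007552 had at most 3 counts in each dorsal control and 13.1 ± 3.38 CPM in ventral controls, at least 51.1-fold higher (adjusted p = 1.99e-07). ENSRNOG00000052689 was at least 25.6-fold higher in the ventral region (adjusted p = 1.78e-06). ENSRNOG00000026150 was at least 12.5-fold lower there (adjusted p = 1.08e-06). ENSRNOG00000004179 measured 415 ± 140 CPM in dorsal and 3.95 ± 6.48 CPM in ventral controls, with a log2 fold change of -6.36 (SE 0.72, adjusted p = 2.97e-05). Its ventral mean rested on ventral control 4, at 15.4 CPM, with the other ventral controls at most 2.88 CPM.

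After preconditioning, 3647 of 13640 genes differed between the regions, 1636 higher in the ventral and 2011 higher in the dorsal region, 1149 of them at least 2-fold. The group ranges did not overlap for 2603 genes, or 19.1%. Same-numbered preconditioned libraries deviated together with a mean r of 0.197, and with the pair as a block 4190 genes passed, including 3568 of the 3647. ENSRNOG00000017712 measured 0.290 ± 0.241 CPM in the dorsal and 12.3 ± 2.35 CPM in the ventral region, with a log2 fold change of 5.34 (SE 0.38, adjusted p = 2.70e-07). ENSRNOG00000052017 measured 0.266 ± 0.184 and 10.5 ± 3.23 CPM, with a log2 fold change of 5.29 (SE 0.38, adjusted p = 2.82e-07). ENSRNOG00000046487 had 0 counts in all 5 ventral libraries, at least 15.8-fold lower than in the dorsal ones (adjusted p = 2.02e-06). ENSRNOG00000004179 measured 266 ± 74.1 CPM in the dorsal and 1.22 ± 0.775 CPM in the ventral region, with a log2 fold change of -7.90 (SE 0.30, adjusted p = 2.05e-09).

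The regional differences were largely shared between the conditions. Of 13372 genes tested in both, 2405 were called in both, and 2400 of these had the same sign. Across genes, the log2 fold changes had a Pearson r of 0.868 and a Spearman rho of 0.764.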

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

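Apart from the counts of other splits, the tests in this part were chosen after the results they address had been seen. Values were searched for libraries far from the rest of their group by Dixon's ratio. Of 76 groups of 5 values, 8 held such a library, where chance gives about 3.8. No biological explanation was tested for single libraries, except whether the same deviation appeared in the other region under the same number. Mixed tissue could not be tested with marker genes, because the gene IDs have no names here.

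Dorsal control 4 lay at -60.1 on the fourth principal component, with the other dorsal controls between 4.30 and 13.7. In it 1247 genes were at least 2-fold lower than in the rest of its group, against at most 797 in the other 19 libraries. After thinning to one depth the number was 1134, against at most 766 elsewhere, so depth did not account for it. Lowered genes were 3.07 times as frequent in the less abundant part of the genes, split at the median, as in the more abundant part. The criterion first set for a loss of rare transcripts was a ratio of 2. All 20 libraries met it, so it separated nothing, and it was replaced after the value had been seen by a comparison with the other libraries. Their ratios were 5.18 or more, but few abundant genes were lowered in them, so that comparison decides nothing either. In dorsal control 4, 13.4% of the less abundant and 4.34% of the more abundant genes were lowered, and a loss of rare transcripts was not excluded. Its deviation correlated with that of ventral control 4 across genes (r = 0.348, at most 0.0262 with the other ventral controls). All 5 same-numbered control pairs correlated, with r from 0.200 to 0.393, so this does not explain why dorsal control 4 stood apart. After thinning, ventral control 4 had 208 lowered genes, against the 1134 of dorsal control 4. The origin of the deviation was left open.

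Ventral control 2 lay at -43.2 on the second component, with the other ventral controls between -17.4 and -7.47. After thinning, 766 genes were at least 2-fold lower in it than in the rest of its group, against at most 292 in the other ventral controls. Its deviation correlated with that of dorsal control 2 (r = 0.393, at most 0.0262 with the other dorsal controls), which, as for dorsal control 4, was shared by all same-numbered control pairs and does not explain the deviation. Dorsal preconditioning 2 lay at 35.3 on the fifth component, with the rest of its group at or below -0.295. After thinning, 419 genes were at least 2-fold higher in it, against at most 151 in the rest of its group. Its correlation with ventral preconditioning 2, 0.253, was below its highest with another preconditioned ventral library, 0.288, so its deviation was not particular to the pair, and its origin was left open.

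In ventral preconditioning 5, 17931 genes had at least 1 count, with 16867 to 17072 in the rest of its group. After thinning it had 15509, within the 15491 to 15658 of the others. Library depth is therefore a likely explanation.

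ENSRNOG00000004179, at 415 ± 140 CPM in dorsal controls, reached 15.4 CPM in ventral control 4, with the other ventral controls at most 2.88 CPM. Dorsal tissue in this ventral sample could give such a value, and the test of it did not settle the matter. Other genes of low ventral abundance were chosen without the library examined. At a ventral mean of at most 5% of the dorsal mean, 4 genes remained, and 100% of them were higher in ventral control 4 than in every other ventral library. This set was small and some of its genes entered only because that library had been left out, so it decides nothing. The limit was then widened to 10%, after the first result had been seen. Of 12 genes, 6 (50%) were higher, which did not pass the criterion of more than 50%, against at most 25% in the other ventral libraries. The outcome thus depended on the limit chosen. Other values of ventral control 4 lay toward the dorsal libraries. Its score on the genes that differed most between regions was 0.857, the lowest of the 10 ventral libraries, with the others from 0.943 to 1.22. On the first principal component it was also the lowest ventral library, at 32.1. ENSRNOG00000046487, higher in dorsal libraries, had 11 counts in it and 0 in the other 9 ventral libraries. ENSRNOG00000026150, also higher in dorsal libraries, went the other way. It measured 0.0481 CPM in ventral control 4, below ventral control 5 (0.0854 CPM) and ventral preconditioning 1 (0.319 CPM). Each of these values rests on at most 3 counts. Dorsal tissue therefore remains a possible explanation, without having been established.

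For 3 other named genes a library stood apart, and counting noise was tested with a two-sided exact binomial test, without allowance for having picked the library by its value. ENSRNOG00000007552 measured 0.218 CPM in dorsal control 3, which held 3 of the 4 counts in its group (p = 0.0307, exact). That is within the floor of 3 counts. ENSRNOG00000011824 measured 2.24 CPM in ventral control 3, from 14 of 58 counts (p = 0.0130, exact). With 76 groups searched, neither p-value is small. ENSRNOG00000016388 measured 71.0 CPM in dorsal preconditioning 4, the lowest of its group, with the others between 81.4 and 84.9. Counting noise was smaller than this gap (p = 3.04e-06, exact), but at 558 to 1081 counts per library nearly any difference between animals would give that, so the test decides nothing. The gene ranged from 41.1 to 72.5 CPM in dorsal controls and from 79.9 to 103 CPM in ventral preconditioned libraries, both wider than the gap.

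The responses of the regions differed for 11 genes in the interaction test, among them ENSRNOG00000023633 (log2 difference 1.98), ENSRNOG00000009540 (1.67) and ENSRNOG00000016388 (-1.04). Of the 16 splits that part all 5 same-numbered pairs, 1, the real one, gave as many genes. The other 15 gave 0, with 73 to 804 genes at an unadjusted p-value under 0.05. A design with 16 splits cannot give a share under 0.0625, so this count cannot exclude a chance split. Of 100 splits of the pair labels drawn regardless of the pairs, 1, the real one, gave as many. At an unadjusted p-value under 0.05, 2 of the 99 others exceeded the 948 genes of the real split, with up to 1379, and both part 3 of the 5 pairs. The splits of both kinds moved the treatment labels in both regions at once. They stand for no response in either region, not for equal responses, so they do not test whether the responses differed. After thinning to one depth, 6 genes were called and all 6 were among the 11, so depth did not account for those 6. The other 5 were no longer called, and for them a dependence on depth was not excluded. Composition of the dissected tissue remains a possible explanation that was not tested, and a regional difference in response is a hypothesis.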

How the results depend on the processing

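The alternatives were fixed before the data were examined, except thinning and the fits for genes called in both regions that left out a library or used all 20, which were chosen after seeing the data. Counts within 1.5 times of the reported one are called unchanged here. Leaving aside fits that left out a library, 44 counts were unchanged and 21 moved. The cause was not tested for any of them. No named gene changed sign. Of 19 named results, 17 passed the threshold in every alternative in which the gene was tested. The other 2 were interaction genes. ENSRNOG00000009540 lost significance in 11 of 29 fits, 9 of them with a library left out, with adjusted p-values from 0.00120 to 0.155. ENSRNOG00000016388 did so in 5 of 30, all with a library left out, with adjusted p-values from 0.000157 to 0.0549.

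The counts of the regional comparisons were unchanged under all settings. For the other results, an adjusted p-value under 0.1 gave 76 dorsal, 1052 ventral, 30 interaction genes and 53 in both regions. DESeq2 gave 169, 1085, 55 and 107, and in the simulation it made more false calls than edgeR. limma-voom with quality weights gave 172, 1508, 100 and 104. Its false share in the simulation was 5.13% for the dorsal, 2.98% for the ventral and 2.17% for the interaction test, each below that of edgeR. It recovered 79.5%, 78.3% and 54.1% of the changed genes there, against 80.7%, 79.6% and 55.9% with edgeR. Simulated libraries shared the same dispersion per gene, so none was drawn with poorer quality. These values therefore do not judge the larger counts that quality weights gave on the real libraries. With 1 surrogate variable there were 61, 1874, 38 and 49. All 20 libraries in one fit gave 97 dorsal genes and 69 in both regions. Thinned counts gave 6 interaction genes.

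With the replicate number as a block, 1261 ventral and 62 interaction genes were called. In the simulation the block gave a false share of 5.36% in the ventral test, against 3.41% without it. The share was 7.37% against 5.83% in the dorsal test and 2.46% against 3.12% for the interaction. The block recovered 76.1% of the changed genes in the ventral test and 51.6% for the interaction, against 79.6% and 55.9% without it. Simulated libraries were drawn independently, so same-numbered ones shared nothing and a block could bring no gain there. These values therefore do not judge the block where same-numbered libraries deviated together. The dorsal comparison gave 26 genes with the block, 22 of them among the 37. Same-numbered dorsal control and preconditioned libraries did not deviate together (mean r -0.0261, one-sided exact permutation p = 0.542), so that block has no basis in these data.

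Across the fits that each left out 1 library, the counts ran from 15 to 50 for the dorsal comparison, 432 to 1029 for the ventral, 2736 to 3941 for the controls, 2917 to 3678 for the preconditioned libraries, 6 to 20 for the interaction and 13 to 38 for genes called in both regions. DESeq2 size factors in place of TMM moved the share of higher calls from 78.4% to 81.1% in the dorsal comparison. That share was 58.6% with DESeq2, 62.8% with limma-voom and 64.5% at an adjusted p-value under 0.1, so the balance of 29 higher against 8 lower genes was not stable. Gene-list scores and their alternatives were not run, because no gene ID had a name. In the simulation at these depths, 55.9% of 2-fold differences were recovered for the interaction, among genes with a mean count of at least 20. Its count is therefore limited in sensitivity.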

Other observations

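The tests in this part were chosen after the results had been seen, except the counts of other splits.

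At an adjusted p-value under 0.05, the real split gave more genes than the other splits tried in every comparison. Among the 16 splits that part all 5 same-numbered pairs, 1, the real one, gave as many genes in the dorsal, the ventral, the control and the preconditioned comparison, and the other 15 gave 0. Their counts at an unadjusted p-value under 0.05 ran from 305 to 1048 in the dorsal and from 111 to 1305 in the ventral comparison, from 37 to 1705 in controls and from 29 to 2423 in preconditioned libraries. As 16 splits cannot give a share under 0.0625, this alone cannot exclude a chance split. Of 100 splits drawn regardless of the pairs, 1, the real one, gave as many in the dorsal comparison, where the largest other count was 11. In the ventral comparison it was again 1, and the largest other count was 450. At an unadjusted p-value under 0.05, 6 of the 99 other drawn splits exceeded the 1107 genes of the real dorsal split, with up to 1601. In the ventral comparison 8 of 99 exceeded the 2394 genes of the real split, with up to 3197. All of these part 1 or 3 of the same-numbered pairs. Same-numbered dorsal libraries did not deviate together, so the pairs do not account for the 6 dorsal splits. Among the splits that part all 5 pairs, the real one had the highest unadjusted count in both regions.

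That second ventral split set ventral controls 1, 3, 4 and 5 with ventral preconditioning 3 against ventral control 2 with the other preconditioned libraries. It keeps 8 libraries on their real side, but only 10.9% of its genes (49 of 450) were called with the same sign in the real split. The ventral libraries may therefore hold a source of variation apart from the treatment. The dorsal libraries with the same numbers did not differ on its genes (two-sided exact permutation p = 0.571), which goes against a property of the whole animal. The split keeps ventral control and preconditioning 2 together, and likewise the pair numbered 3, the pairs whose deviations correlated most (r = 0.389 and 0.243). It thus follows part of the replicate numbering. The split was picked for its count, so its origin stays open.

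More genes were called in the ventral than in the dorsal region, and a larger ventral response is one hypothesis. Among the 500 genes with the largest mean response over both regions, the response averaged 0.77 in the dorsal and 1.21 in the ventral region on the log2 scale, and 369 were larger in the ventral. The difference of 0.44 was reached by 2 of 126 splits of the pair labels, the real one included, with genes chosen anew in each (one-sided exact permutation p = 0.0159). Another split reached 0.46. These splits stand for no response in either region, not for equal responses. The p-value therefore does not test whether the ventral response was larger. Depth did not account for the excess, since after thinning ventral calls were 14.1 times the dorsal ones. Nor did any single dorsal library, since leaving out each in turn gave at most 50 dorsal genes. Divergent dorsal libraries were not left out together. The estimated spread between libraries (biological coefficient of variation) was 0.187 in the dorsal and 0.175 in the ventral fit. With all 20 libraries in one fit, calls were 97 dorsal and 741 ventral, against 37 and 672 in the separate fits. DESeq2 gave 169 and 1085. The ventral count stayed larger, but a difference in spread was not excluded as part of the excess. A shift of the dissection along the dorsal-ventral axis was tested with a score of the 500 genes that differed most between regions over both treatments, which did not differ between ventral groups (two-sided exact permutation p = 0.746). In the dorsal region the score averaged -1.25 ± 0.230 (SD) in controls and -1.07 ± 0.158 in preconditioned libraries (p = 0.198, exact permutation). Tissue composition was not tested, so the pattern cannot be called biological.

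Same-numbered dorsal and ventral libraries deviated together in controls and in preconditioned libraries (one-sided exact permutation p = 0.00833 for each), as they might if each pair came from one animal or was handled together. The correlations of the pairs ran from 0.200 to 0.393 in controls. In preconditioned libraries they ran from 0.0376 for number 3 to 0.368 for number 1, so the pair numbered 3 gives little sign of either. Same-numbered ventral control and preconditioned libraries also deviated together (p = 0.025, exact permutation), with correlations of 0.389 for number 2 and 0.243 for number 3 and at most 0.118 for the others. The dorsal ones did not (p = 0.542, exact permutation). The labels give no batch, so shared handling by number in the ventral samples is a hypothesis that was not tested further.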
